A study of Danio rerio with 14 samples.

How the data were processed

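RNA was measured in 14 zebrafish (Danio rerio) melanoma samples by 3 assays. inDrop, which counts transcripts of single cells captured in droplets, was used on 9 biopsies of 3 tumours in 2 fish. CEL-Seq, which counts transcripts of single cells in wells, was used on 4 samples of 2 melanoma cell lines, A and B, each cultured and in a fish. Spatial Transcriptomics, an array of barcoded spots under a frozen section, was used on 1 section of another fish. The labels give 1 text for inDrop and CEL-Seq, in which pieces of tissue were digested with trypsin at warm temperature and filtered to single cells. They do not say separately whether the cultured cells went through it. The section was frozen without dissociation.

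The deposited values of the ZF1 tumor 2 biopsies, the CEL-Seq wells and the array spots were counts (whole numbers of UMIs, the molecular identifiers that mark single transcripts). The deposited values of ZF1 tumor 1 and ZF2 were expected counts, that is, UMI counts that the authors had raised for chance collisions between UMIs. These values turned whole when the correction for the 4096 possible UMIs of 6 bases was inverted. Small values barely move, so values of at least 25 were looked at: between 0.957% and 1.73% of these lay within 0.05 of a whole number as deposited, and 100% after inversion. The correction had added between 0.144% and 0.307% to the totals. Whole UMIs recovered in this way were used throughout. No file was normalised for depth, and no aligner, genome build or annotation was stated, so genes are given by the symbols in the files, without positions.

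Depth was taken as the total of UMIs per sample. It ran from 572521 to 5899447 UMIs in the inDrop biopsies and from 1884327 to 6812061 in the CEL-Seq samples, and was 6829148 in the section. In the CEL-Seq files single genes reached 4083 of the 4096 possible UMIs in a well, so the highest values were saturated; a collision correction would add between 3.42% and 6.78% to the totals of the kept wells and was tried as an alternative. Intervals and limits for counts of 0 cover counting error only. Shares of cells carry exact Clopper-Pearson intervals at 95%. Where a group had 0 UMIs of a gene, the fold is a lower limit computed with 3 counts over the whole group. With 1 to 3 UMIs, the ratio is given with its counting interval.

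inDrop barcodes needed at least 500 UMIs and at most 20% mitochondrial UMIs, and all 10012 barcodes passed, since the smallest total was 745 UMIs. CEL-Seq wells needed at least 1000 UMIs and at most 20% mitochondrial UMIs. Of the 96 wells of each sample, 89 and 92 were kept for the cultured lines A and B, and 84 and 80 for the lines in fish. Scrublet marked 45 of 10012 barcodes (0.449%) as doublets. Over all biopsies this is below the limit of 0.5% set for a working call, so its calls were not relied on and doublets were kept. By biopsy the share ran from 0.055% to 1.377%, below the limit in ZF1 tumor 1 and above it in the other tumours. As an alternative, the 5% of cells with the highest doublet scores in each biopsy were left out.

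Cells of all biopsies were clustered together on 2000 variable genes, 30 principal components and 15 nearest neighbours with the Leiden method at resolution 1 (scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9). No batch correction was used. A cluster was named after a cell class when at least 3 markers of a list fixed before the data were examined were detected in at least 10% of its cells and raised at least 4-fold, with 10 CPM added, over the clusters lowest in the gene (25% of them). A cluster stayed unnamed when its 10 leading genes held more markers of another class, or when its first gene was a marker of another class. The baseline of the folds and the rule on the leading genes were set after a first look at the clusters, and a first exploratory clustering was replaced. Names of classes carry "-like" because they rest on these markers alone.

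UMIs of the melanoma-like cells were summed per biopsy, and UMIs of the kept wells per CEL-Seq sample, so that the biopsy or sample was the unit of every test. edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test) was used with a false discovery rate of 0.05 as threshold. The 9 biopsies were fitted with a term for each of 3 tumours, and day was fitted with the tumour as a covariate. The 4 CEL-Seq samples were fitted without a block. Alternatives used DESeq2 1.42.0, edgeR with DESeq2's size factors, no filter on low counts, or the cell line as a block. On simulated data of the same sizes, with 200 genes changed, the edgeR test recovered 97.5% of the changed genes between the 2 tumours, 91% between fish and 91% over days. For the cell lines without a block it recovered 0 of 199 changed genes where DESeq2 recovered 28.6%, with 30.5% of DESeq2's calls false. With the cell line as block, edgeR recovered 63.1% with 9.42% false calls. In all simulations the changed genes had enough UMIs in the smallest sample and changed at least 2-fold, for day over the whole span. The recovered shares thus say nothing about smaller changes or genes with few UMIs. The simulated cell lines held no difference between lines, and each design had its own spread, so their shares do not compare the fits on the same data.

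The rule for named genes was fixed before the data were examined. For each edgeR comparison it took the 3 genes with the largest log2 fold change in each direction among those past the threshold, with a mean of at least 50 CPM and groups that did not overlap. For day, the slopes within all 3 tumours had to share a sign. Genes on the marker list of another cell type and mitochondrial genes were counted but not named. Of each program, the members with the largest and the smallest change were named. Genes named outside this rule are marked as chosen after their values were seen.

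Of the lists fixed before the data were examined, 4 gave gene programs: pigment, neural crest, stress and cell cycle, with 16, 16, 28 and 22 members in the inDrop files. A program value was the mean over members of log2(CPM + 10). Differences between tumours and slopes over days were tested with two-sided exact permutation tests (35 splits of the 7 ZF1 biopsies, 288 rearrangements of days within tumours). Cell lines were tested with fry, and with camera as an alternative (limma 3.58.1). Correlations between programs across melanoma-like cells were Spearman's rho in cells thinned to 1000 UMIs, set against 100 random lists matched on mean expression, with a two-sided exact sign-flip test over the 9 biopsies. That test takes the biopsies as independent, although they are repeat samples of 3 tumours. Candidates for free RNA were genes whose pooled CPM in the other cells of the biopsies was over 5 times that in melanoma-like cells. Array spots needed at least 200 UMIs and were thinned to 200 UMIs. Values over spots are means over 20 thinnings, with Moran's I over the 4 nearest neighbours. The section's file gives no outline of the tissue, so spots outside it were not removed.

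Other alternatives were resolutions of 0.5 and 2, higher minimums of UMIs, removal of free RNA candidates, each biopsy or sample left out in turn, a pseudocount of 1 CPM, and a block for the collection date shared by the ZF1 tumours. CEL-Seq wells with more UMIs of other cells' markers than of melanoma markers were also removed as an alternative. Chosen after the data were seen were the removal of the highest doublet scores, the deposited values rounded, sums thinned to the smallest total, the collision correction of the CEL-Seq counts, the cell line block with DESeq2 or with thinned sums, another thinning seed, spots with at least 5000 UMIs, the removal of spots far above their neighbours, the counting of cluster 18 as melanoma-like, and the counting of cluster 5 as not melanoma-like. 5 gene lists were also written after the data had been seen: sterol synthesis, iridophore and xanthophore genes, and the hsp70 and immediate-early parts of the stress program. Computations ran in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3) and R 4.3.3.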

Results

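The series held 4 biopsies of tumor 1 of fish ZF1, 3 biopsies of its tumor 2, 2 biopsies of fish ZF2, 1 section of fish ZF3, and cell lines A and B each cultured and in a fish. Per the labels, the biopsies were taken from the same tumours over time: on days 0, 7, 13 and 20 in ZF1 tumor 1, on days 0, 13 and 20 in ZF1 tumor 2, and on days 0 and 14 in ZF2, counted from the first biopsy of each tumour. The biopsies of ZF1 tumor 1 held 1353, 1815, 1968 and 2142 cells, with median depths of 1941, 2010, 2037 and 2213 UMIs per cell. The biopsies of ZF1 tumor 2 held 755, 445 and 363 cells, with median depths of 2796, 3161 and 1352 UMIs. The biopsies of ZF2 held 776 and 395 cells, with median depths of 3575 and 2014 UMIs. Total depths were 3251566, 4530646, 4970826 and 5899447 UMIs in ZF1 tumor 1, 2799475, 1659055 and 572521 in ZF1 tumor 2, and 3551084 and 1169596 in ZF2. The section held 6829148 UMIs. The cultured lines A and B held 5746523 and 6812061 UMIs, and the lines in fish 1884327 and 2133152.

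The first question was which cells the biopsies held. The 10012 cells fell into 24 clusters, of which 13 were melanoma-like by their markers. These held 7621 cells, or 76.1% of all cells. Over the other resolutions, filters and inputs this share lay between 74.6% and 76.4%. Cluster 5, with 545 cells, had 11 of 18 melanoma markers raised but 0 among its 10 leading genes. Without it the share was 70.7%. Clusters 6, 8, 13 and 14, with 522, 462, 216 and 200 cells, also had 0 melanoma markers among their 10 leading genes. They had 13, 12, 7 and 13 of the 18 markers raised and were counted as melanoma-like. No share was computed without them, so 70.7% is not a lower limit. Macrophage-like cells made up 12.4%, keratinocyte-like cells 2.44%, fibroblast-like cells 1.74% and neutrophil-like cells 1.099%. The 3 unnamed clusters held 483 cells. Their share was 1.92%, 2.09%, 2.44% and 5.46% in the biopsies of ZF1 tumor 1, then 8.61%, 2.02% and 1.65% in those of ZF1 tumor 2, and 20.4% and 4.05% in those of ZF2. Cluster 18, with 104 cells, was unnamed and came from ZF2 replicate 1 alone. The melanoma-like clusters differed between tumours. Cluster 0 held 29.2%, 22.1%, 16.0% and 15.3% of the cells of the ZF1 tumor 1 biopsies and 0 cells of the other biopsies. Clusters 3 and 6 together held 76.3% of the melanoma-like cells of ZF1 tumor 2. Cluster 10 held 22.29% and 52.4% of the cells of the ZF2 biopsies, and cluster 13 held 25.1% and 5.32%.

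The biopsies over time address whether the make-up of a tumour changed. Melanoma-like cells made up 86.5% (95% exact interval 84.5 to 88.3), 81.8% (80.0 to 83.6), 78.4% (76.5 to 80.2) and 75.0% (73.1 to 76.8) of the cells of ZF1 tumor 1 on days 0, 7, 13 and 20. In ZF1 tumor 2 the shares were 63.8% (60.3 to 67.3), 82.2% (78.4 to 85.7) and 76.0% (71.3 to 80.3) on days 0, 13 and 20. In ZF2 they were 54.3% (50.7 to 57.8) and 68.9% (64.0 to 73.4) on days 0 and 14. The ZF2 rise depended on the unnamed cluster 18: counted as melanoma-like, it would make the day 0 share 67.7%, the ZF2 slope 0.0862 points per day and the pooled slope 0.057. As named, the pooled slope within tumours was 0.237 percentage points per day, which did not pass the two-sided exact permutation test (p 0.542 over 288 rearrangements, 0.942 after Benjamini-Hochberg adjustment over 5 classes). The slopes within tumours did not share a sign: -0.574 in ZF1 tumor 1, 0.711 in ZF1 tumor 2 and 1.04 in ZF2. Leaving out ZF1 tumor 2 replicate 1 changed the pooled slope to -0.131. The slopes of macrophage-like, keratinocyte-like, fibroblast-like and neutrophil-like cells had adjusted p-values from 0.942 to 0.955 in the same exact test.

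**Figure D1:**
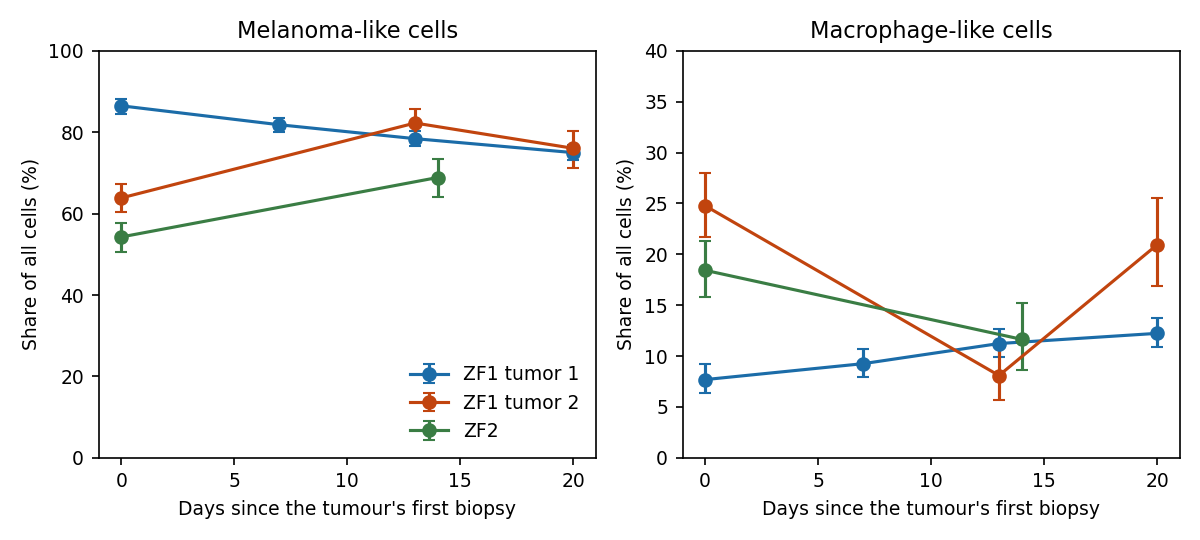
Shares of melanoma-like cells (left) and macrophage-like cells (right) of all cells, in percent, against days since the first biopsy of each tumour. Points are single biopsies, bars are 95% exact binomial intervals and lines join the biopsies of a tumour; the melanoma-like share went from 86.5% to 75.0% in ZF1 tumor 1 and from 54.3% to 68.9% in ZF2, where cluster 18 is left out of the melanoma-like cells.

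Between the tumours of ZF1, the mean share of melanoma-like cells was 80.4% ± 4.91 (SD, n = 4) in tumor 1 and 74.0% ± 9.36 (SD, n = 3) in tumor 2. The difference of 6.38 points was within the spread between biopsies (two-sided exact permutation test, p 0.343 over 35 splits; the smallest p this design allows is 0.0286). Leaving out single biopsies moved it between 1.28 points (without ZF1 tumor 2 replicate 1) and 10.5 points (without ZF1 tumor 2 replicate 2), and it went to -0.0735 points when cluster 5 was not counted as melanoma-like. With the shared collection date as a block, the difference was 5.91 points, and the dates gave differences of 22.6, -3.84 and -1.06 points. All ZF1 biopsies share the fish, and the paired biopsies share the date as well. The deviations of gene values from the tumour means correlated across 2646 genes by -0.0024, 0.107 and 0.08 on the 3 dates. This pairing of biopsies was thus used as an alternative only. Genes are not independent replicates.

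The next comparison asked how melanoma-like cells differed between 2 tumours of 1 fish. Of 10267 tested genes, 2519 passed the edgeR threshold, 1343 of them higher in ZF1 tumor 1 and 1176 lower. At an unadjusted p under 0.05 the number was 3914. DESeq2 called 2471 genes, 2320 of them shared in direction with edgeR. The groups of 4 and 3 biopsies did not overlap for 2318 of the called genes, and for 36.0% of all tested genes, where chance gives 5.71%. The largest change came with the biopsies thinned to the smallest total, which left 6066 tested genes and 1230 calls. With the collection date as a block of 6 biopsies, 1355 genes were called. Of the calls, 23 were mitochondrial genes or markers of other cell types and 81 were candidates for free RNA. The tumours also differed in the processing of their files, since only the deposited values of tumor 1 carried the collision correction, which was taken out before the fit; from the deposited values rounded, 2541 genes were called, 2450 of them shared. The result concerns these 2 tumours only.

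The genes named by the rule as higher in ZF1 tumor 1 were fstl1a, si:dkey-269i1.4 and ctslb. The gene fstl1a had 112.8, 91.5, 73.5 and 76.1 CPM in tumor 1 and 1.09, 0 and 2.13 CPM in tumor 2 (log2 fold change 6.71, SE 0.50, FDR 8.17e-06). It rested on 3 UMIs in tumor 2, which gives a ratio of 109 with a counting interval from 37.1 to 527. The gene si:dkey-269i1.4 was 48.0-fold higher in tumor 1 by summed UMIs (FDR 1.70e-05) and ctslb 36.0-fold (FDR 4.22e-05). Both have close relatives in the genome, so UMIs may have been assigned to the wrong member. The genes lower in tumor 1 were rpe65a, bag3 and HERC4. The gene rpe65a had 7.71, 8.15, 25.0 and 27.1 CPM in tumor 1 and 357.7, 73.5 and 1058 CPM in tumor 2, an 18.4-fold difference by summed UMIs (FDR 6.55e-04). The differences of bag3 (FDR 4.17e-04) and HERC4 (FDR 6.64e-04) were 6.37-fold and 6.59-fold. Without ZF1 tumor 2 replicate 3, the log2 fold changes of rpe65a, bag3 and HERC4 went from -4.83, -3.12 and -3.11 to -3.61, -2.31 and -2.34, so 1 biopsy carried part of their size. These 6 genes kept their direction and side of the threshold under every alternative run.

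**Figure D2:**
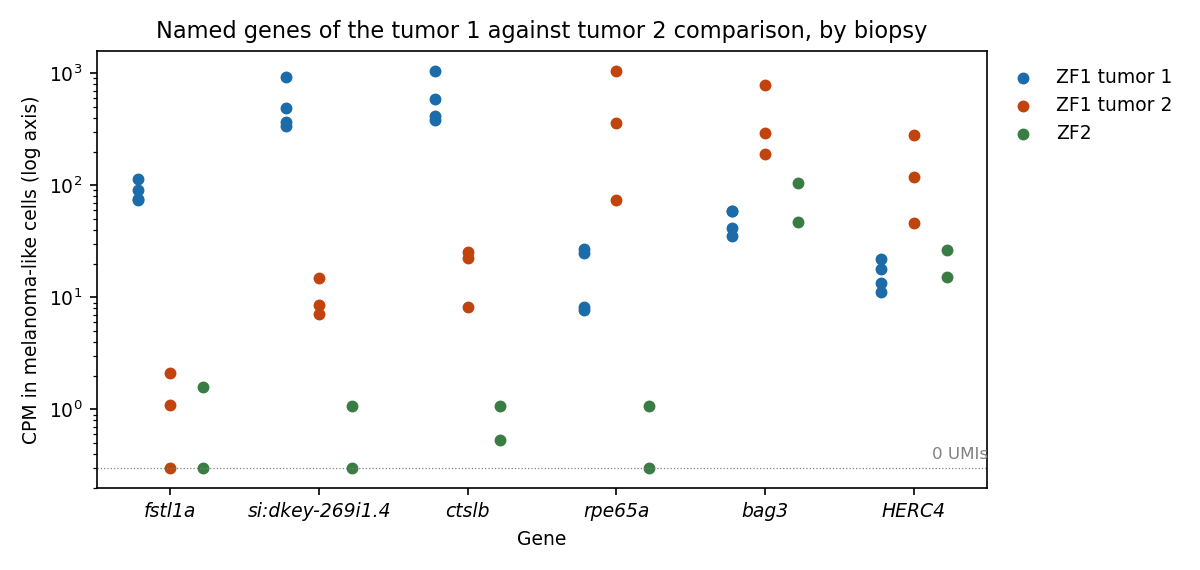
CPM (log axis) in the summed melanoma-like cells of each biopsy for the 6 genes named in the comparison of ZF1 tumor 1 with ZF1 tumor 2, with ZF2 beside them. Each point is a biopsy and points on the dotted line had 0 UMIs; rpe65a lay between 7.71 and 27.1 CPM in tumor 1 and between 73.5 and 1058 CPM in tumor 2.

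Melanoma-like cells of ZF2 were compared with the mean of the 2 ZF1 tumours. Of 10267 genes, 2791 passed the edgeR threshold, 1535 of them higher in ZF2 and 1256 lower; 4090 had an unadjusted p under 0.05, and DESeq2 called 2668. The number was 997 without ZF2 replicate 1 and 1334 with the biopsies thinned to the smallest total. Groups did not overlap for 2150 of the called genes and for 27.95% of all tested genes, where chance gives 5.56%. With 2 fish, the animal and everything that differed between the fish, the dates included, could not be separated. The genes named as higher in ZF2 were twist2, with 486 and 264.6 CPM in ZF2 and at most 11.04 CPM in ZF1 (FDR 1.26e-07), ecrg4a, with 956 and 1689 CPM against at most 38.3 (FDR 1.18e-07), and serpinh1b, with 674 and 448.6 CPM against at most 30.5 (FDR 4.24e-08). By summed UMIs these differences were 67.3-fold, 48.8-fold and 29.6-fold against ZF1 tumor 1, and 142-fold, 108-fold and 94.4-fold against ZF1 tumor 2. All of these genes were among the leading genes of cluster 10. Clusters 10 and 13 held most melanoma-like cells of ZF2. They had 8 and 7 of the 18 melanoma markers raised, the fewest of the melanoma-like clusters. No fit left these clusters out, so a different kind of cell as part of the difference stayed open. Lower in ZF2 were si:dkey-26g8.5 (FDR 3.73e-04), gng3 (FDR 6.81e-04) and si:dkey-26g8.4 (FDR 1.57e-05). The first 2 had 0 UMIs in ZF2. By summed UMIs, si:dkey-26g8.5 was thus at least 339-fold lower than in ZF1 tumor 1 (361 CPM) but only at least 25.3-fold lower than in ZF1 tumor 2 (27.0 CPM). For gng3 the limits were 17.3-fold (18.5 CPM) and 117-fold (124 CPM). The gene si:dkey-26g8.4 had 4 UMIs in ZF2, against 2262 CPM in ZF1 tumor 1 and 158 CPM in ZF1 tumor 2. The members si:dkey-26g8.4 and si:dkey-26g8.5 are close relatives, so the UMIs of each are uncertain.

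Over days within tumours, 5 of 10267 genes passed the edgeR threshold, and 843 had an unadjusted p under 0.05. DESeq2 called 24 genes, and 166 were called without the filter on low counts. Of the 5 genes, ba1, si:ch211-5k11.8, hbaa1 and si:ch211-5k11.6 rose and hmox1a fell. The balance of directions was not stable: DESeq2 gave 7 rising and 17 falling genes, 4 of them shared with edgeR, and the fit without the filter gave 40 and 126. The gene hmox1a is the gene named by the rule, and the others were named after their values were seen. The slope of hmox1a was -0.21 per day on the log2 scale (SE 0.03, FDR 0.0208). All 5 were between 13.5 and 17.8 times as high in the other cells of the same biopsies as in melanoma-like cells. All 5 were thus candidates for free RNA, and their removal by construction left 0 calls, with 793 genes at an unadjusted p under 0.05. The number was also 0 without ZF1 tumor 1 replicate 1, with 792 at an unadjusted p under 0.05, 1 without replicate 3 of that tumour, 2 without its replicate 2 and 3 without its replicate 4.

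The 4 programs were compared between the ZF1 tumours. The pigment program value was 7.40 ± 0.06 (SD, n = 4) in tumor 1 and 7.001 ± 0.22 (SD, n = 3) in tumor 2, a difference of 0.40 (exact permutation p 0.0286, the smallest that 35 splits can give, and 0.114 after adjustment over 4 programs). The stress program value was 9.48 ± 0.19 (SD, n = 4) in tumor 1 and 9.85 ± 0.22 (SD, n = 3) in tumor 2 (difference -0.37, exact permutation p 0.0571, adjusted 0.114). This test does not use the shared collection dates. On each of these dates the stress value was lower in tumor 1: 9.21 against 9.61, 9.56 against 9.92 and 9.62 against 10.03. The differences of the cell cycle program (0.46, adjusted p 0.229) and the neural crest program (0.07, adjusted p 0.4) were within the spread between biopsies in the same exact test. None of the 4 passed 0.05 after adjustment, and the smallest adjusted p the design allows for 1 program alone is 0.114. The pigment value of ZF2 was 6.22 ± 0.20 (SD, n = 2). Among pigment members the largest difference was that of slc45a2, with 92.8 ± 8.45 CPM in tumor 1 and 8.47 ± 6.42 CPM in tumor 2, and the smallest that of pmelb, which was near 0 in both. In the other programs the largest differences were those of hspb1 (stress, 338 ± 159.7 CPM against 1098 ± 634), sox2 (neural crest, 36.6 ± 6.85 against 103.2 ± 7.30) and birc5a (cell cycle, 97.4 ± 21.9 against 28.2 ± 6.22), and the smallest those of klf6a, ngfrb and mcm5. In the stress program, 8 of 28 members were higher in tumor 1.

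The programs were also followed over days. The stress program rose by 0.015 per day on the log2 scale (exact permutation p 0.0521 over 288 rearrangements, adjusted 0.208), with slopes of 0.019 in ZF1 tumor 1, 0.021 in ZF1 tumor 2 and -0.0065 in ZF2. Without ZF2 replicate 1 or ZF2 replicate 2 it rested on ZF1 alone, at 0.020 per day. The test rearranged the days of each tumour separately, although the ZF1 tumours shared collection dates. An effect of the date on both tumours could thus enter the slope, and the test does not account for it. The slopes of the pigment, neural crest and cell cycle programs had adjusted p-values of 0.983, 0.590 and 0.983 in the same exact test.

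The title of the series names a structure of cell states, and the programs were compared across melanoma-like cells within each biopsy. The rho of pigment and stress averaged -0.162 over the 9 biopsies, against 0.0721 for matched random lists. The mean difference from random lists was -0.234 ± 0.159 (SD, n = 9; two-sided exact sign-flip test, p 0.0078, adjusted over 3 pairs 0.0234; the smallest possible is 0.0039). It was below 0 in every biopsy but ZF2 replicate 1, where it was 0.0603. The 9 biopsies are repeat samples of 3 tumours, while the test takes them as independent. By tumour the means were -0.364, -0.175 and -0.063 in ZF1 tumor 1, ZF1 tumor 2 and ZF2, and 3 tumours allow no exact sign-flip p under 0.25. Over biopsies, this result stayed past its threshold under every alternative run. The difference was 0.0836 ± 0.0895 for stress and neural crest (exact p 0.0391, adjusted 0.0586, above 0 in 6 of 9 biopsies) and 0.0331 ± 0.106 for pigment and neural crest (exact p 0.352), where it was below 0 in the 4 biopsies of ZF1 tumor 1 and above 0 in the other 5. Stress and neural crest passed the adjusted threshold under some alternatives, as without thinning (0.0917). On the 3 leading components of each biopsy, the largest number of cell cycle genes among the 100 genes with the highest loadings lay between 11 and 17 over biopsies, where 3 random draws of 100 genes would give a largest number of 1.64 on average. For stress it lay between 3 and 20 (1.82 by chance), for pigment between 2 and 4 (0.577) and for neural crest between 0 and 2 (0.637).

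**Figure D3:**
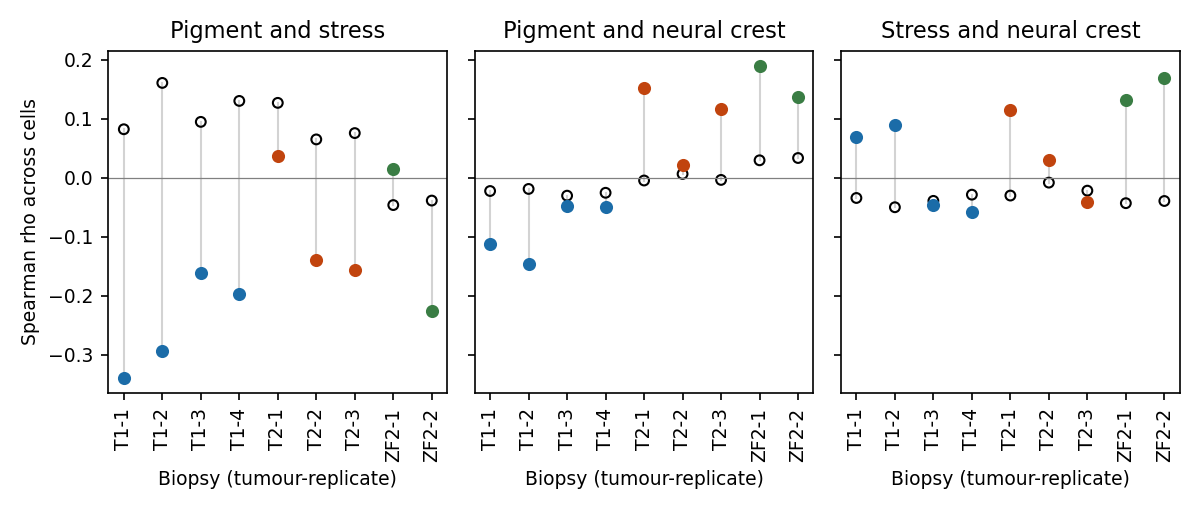
Spearman's rho between 2 program scores across the melanoma-like cells of each biopsy (filled points, coloured by tumour; T1 and T2 are the tumours of ZF1) and the mean rho of matched random lists (open points). The mean rho of pigment and stress was -0.162 against 0.0721 for the random lists.

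All cells of a biopsy shared 1 dissociation, which allows melanoma-like cells to be set beside the others. The stress program value was 9.61 ± 0.24 (SD, n = 9) in melanoma-like cells and 9.77 ± 0.23 (SD, n = 9) in other cells. The paired difference was -0.16 ± 0.21, below 0 in 6 of 9 biopsies (two-sided exact sign-flip test, p 0.0625). As the log2 of summed CPM the difference was -0.68, below 0 in 9 of 9 biopsies, which passed the threshold. By tumour the means were -0.30, 0.01 and -0.16 for the first measure and -0.82, -0.80 and -0.23 for the second (ZF1 tumor 1, ZF1 tumor 2 and ZF2), again too few tumours for a test.

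The comparison of the cell lines asked how the same melanoma lines differed between culture and a fish. All kept wells were summed without a check of cell identity, so host cells in the fish samples were not excluded. Wells with more UMIs of blood, skin and immune markers than of melanoma markers numbered 15 of 89 and 1 of 92 in cultured lines A and B. In fish they numbered 0 of 84 and 6 of 80. The fit without a block tested 11595 genes and called 8, all lower in fish, with 2291 at an unadjusted p under 0.05. Without the wells rich in other markers, this fit called the same 8 genes. DESeq2 called 606, of which 8 were shared with edgeR, and edgeR with the cell line as block called 978 (629 higher and 349 lower in fish), 8 of them shared. Of DESeq2's genes, 569 were also called in the blocked fit. The groups of 2 did not overlap for the 8 called genes, nor for 52.8% of all tested genes, where chance gives 33.3%. The 8 genes were fads2, cyp51 and sqlea by the rule, each with an FDR of 0.0467, and proca1, insig1, LPIN1 (1 of many), ebp and flj13639, named after their values were seen. The gene fads2 had 896.5 and 624 CPM in cultured lines A and B and 0.538 and 0.489 CPM in fish. It rested on 2 UMIs in fish, a ratio of 1461 with a counting interval from 404 to 12066. The gene cyp51 rested on 1 UMI (ratio 1396, interval 250.5 to 55157) and sqlea on 1 UMI (ratio 832, interval 149 to 32878). The number of calls was 0 with wells of at least 2000 UMIs (2279 at an unadjusted p under 0.05), 0 without the fish sample of line A (2259 unadjusted), 0 without that of line B (1270 unadjusted), 219 without the cultured sample of line A and 722 without that of line B.

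Among the programs, the stress value was 3.56 higher in fish in line A and 1.96 higher in line B, on the log2 scale. The pigment value was 0.97 and 0.79 higher, the neural crest value 0.11 and 0.14 higher, and the cell cycle value differed by -0.18 and -1.25. With fry the adjusted p-values were 0.242 for stress and pigment, 0.334 for neural crest and 0.453 for cell cycle; with the cell line as block they were 0.204, 0.204, 0.301 and 0.428. Camera, with its preset correlation between genes, gave 2.15e-11 for stress, 2.25e-05 for pigment and 0.0082 for cell cycle, and none of these 3 held under fry. Since 2 samples against 2 allow no exact permutation p under 0.05, the values stand without such a test. In the stress program, 27 of 28 members were higher in fish, the largest change being that of hsp70.2 (6462 ± 2518 CPM in fish against 439 ± 618 in culture) and the smallest that of klf2a. The hsp70 genes are close relatives, so the UMIs of each are uncertain. In the other programs the largest changes were those of pmela (454 ± 165.8 CPM in fish against 52.9 ± 61.5), snai2 (41.8 ± 12.8 against 8.19 ± 10.8) and rrm2 (31.5 ± 30.0 against 122.9 ± 35.9), and the smallest those of rab27a, ngfrb and ccna2. Of the cell cycle members, 0 of 22 were higher in fish by mean log2(CPM + 10), the scale used to compare members, and 5 were by mean CPM.

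**Figure D4:**
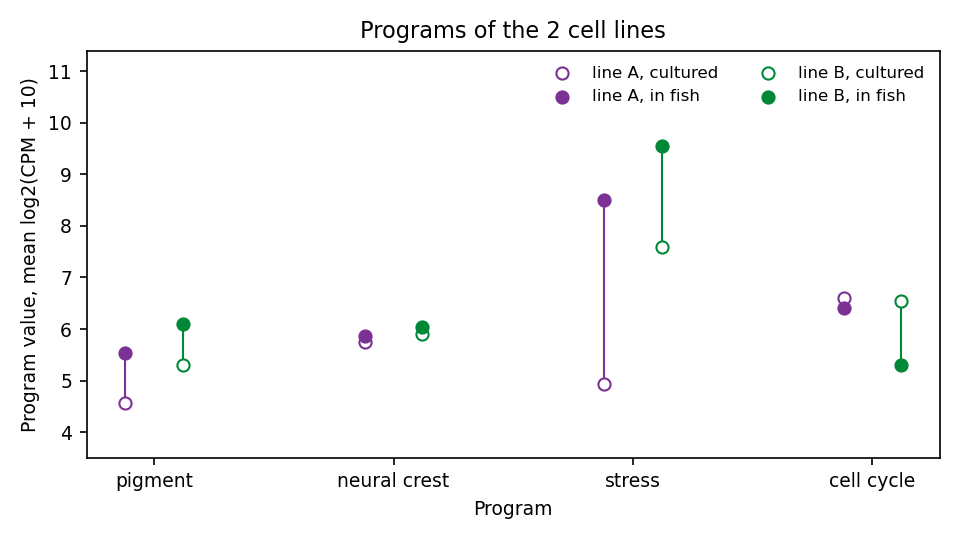
Program values, as mean log2(CPM + 10), of cell lines A and B in culture (open points) and in fish (filled points), with a line joining the samples of each cell line. The stress value was 3.56 higher in fish in line A and 1.96 higher in line B.

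The section of ZF3 was 1 sample, so its values stand without a test, and spots are not replicates. Of 958 spots with a position, 955 had at least 200 UMIs, with a median of 3303 UMIs over all spots. Without an outline of the tissue, these 955 spots may include some beside it. After thinning to 200 UMIs, 56.6% of spots held a UMI of the pigment program, 37.0% of neural crest, 33.8% of stress and 36.9% of cell cycle. Moran's I was 0.074 for pigment, 0.0114 for neural crest, 0.0122 for stress and 0.023 for cell cycle, as means over thinnings, with SDs of single thinnings of 0.031, 0.0288, 0.0267 and 0.0288; these SDs are no test against a random arrangement. Spearman's rho over spots was 0.0097 for pigment and stress, 0.0159 for pigment and neural crest, and 0.0065 for stress and neural crest, with SDs of single thinnings of 0.0321, 0.0376 and 0.0302. Moran's I of pigment was highest without thinning, at 0.470; there, depth varies between spots. In spots of at least 5000 UMIs, Moran's I of neural crest and cell cycle was 0.169 and 0.195 after thinning to that depth and 0.2953 and 0.3025 without thinning.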

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

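The tests of handling, of RNA from other cells and of depth, and the comparison of correlations between the tumours, were chosen after the results were seen. In ZF1 tumor 1, the only group of 4 samples, 29 values were examined for a biopsy far from the other 3, and 3 passed the 95% limit of Dixon's test, which chance passes in about 1 of 20 values.

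The share of fibroblast-like cells in ZF1 tumor 1 had 1 biopsy far from the others: 0.739% on day 0 against 1.43%, 1.37% and 1.35% on days 7, 13 and 20, with the gap covering 0.886 of the range. The day 0 share rested on 10 of 1353 cells, and its exact interval, 0.355% to 1.36%, reached the share of the last biopsy. The number of cells thus limits this value, and no biological explanation was tested.

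The share of cells in unnamed clusters in ZF1 tumor 1 was 1.92%, 2.09% and 2.44% on days 0, 7 and 13 and 5.46% on day 20 (exact interval 4.54% to 6.51%), with the gap covering 0.854 of the range. Of the day 20 cells, 2.61% fell in cluster 17 and 2.85% in cluster 12, against at most 1.03% and 2.08% in the earlier biopsies. Cluster 17 had 13 of 18 melanoma markers raised but 2 markers of 1 other class among its 10 leading genes, 8 macrophage markers raised, and a median depth 0.611 times that of its biopsies. Which cells it held stayed open, and neither a technical nor a biological explanation was tested.

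The stress program value of melanoma-like cells in ZF1 tumor 1 was 9.21 on day 0 and 9.55, 9.56 and 9.62 on days 7, 13 and 20, with the gap covering 0.832 of the range. Handling of that biopsy may have differed. The other cells of the same biopsy, with 9.65, also held the lowest value of their tumour (9.89, 9.85 and 9.74 in the later biopsies), as different handling would predict, but by a smaller gap. ZF1 tumor 2 replicate 1, collected on the same date, also held the lowest values of its tumour. These were 9.61 in melanoma-like cells, against 9.92 and 10.03 later, and 9.41 in other cells, against 9.91 and 10.21. Different handling on that date would predict this as well. A change in the tumours themselves could give the same, so the explanations cannot be told apart with 1 biopsy of each tumour per date.

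The change with day of melanoma-like cells differed between ZF1 tumor 1 and ZF1 tumor 2 for 3 of 10894 genes (edgeR interaction term, with 1342 genes at an unadjusted p under 0.05): ponzr1 (FDR 0.0028), si:dkey-79f11.10 (FDR 0.003) and CABZ01073795.1 (FDR 0.0167). All 3 had their highest value in ZF1 tumor 2 replicate 1. For CABZ01073795.1 these were 1097 CPM there, 124.5 and 87.2 CPM in the later biopsies of that tumour, and between 508 and 555 CPM in ZF1 tumor 1. RNA from other cell types is a candidate source for the first 2, which were candidates for free RNA, and that biopsy also had the highest share of macrophage-like cells of the ZF1 biopsies (24.8%). Against that source, ZF1 tumor 2 replicate 3 had 20.9% macrophage-like cells but 4.26 CPM of ponzr1 and 0 CPM of si:dkey-79f11.10, against 214.7 and 125.0 CPM in replicate 1. It would not account for CABZ01073795.1, the 1 gene of the 3 that was no such candidate. Since a single gene and a single biopsy carry this, RNA from other cells and a change within the tumour cannot be told apart.

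The correlation of pigment and neural crest across melanoma-like cells, relative to random lists, was below 0 in 4 of 4 biopsies of ZF1 tumor 1 (mean -0.0645 ± 0.053) and above 0 in 3 of 3 biopsies of ZF1 tumor 2 (0.0976 ± 0.0733). The difference of -0.162 had an exact permutation p of 0.0286, the smallest of 35 splits, and of 0.0857 after adjustment over 3 pairs of programs, so it did not pass. Without thinning, where depth varies between cells, it was -0.224 and passed (adjusted p 0.0429 in the same exact test). Another thinning seed gave -0.140 with the same separation of the biopsies. A difference in depth between cells could add to such values. Cells were thinned to 1000 UMIs and the separation was there, but at 500 UMIs the difference was -0.0389 (exact p 0.314) and only 1 of 3 biopsies of tumor 2 lay above 0. From 1000 to 500 UMIs, that pair went from 0.0976 to -0.0219 in tumor 2 but only from -0.0645 to -0.0608 in tumor 1. Fewer UMIs did not weaken every correlation. Pigment and stress went from -0.364 to -0.337 in tumor 1 and from -0.175 to -0.177 in tumor 2. Stress and neural crest went from 0.0514 to 0.0592 in tumor 1 and from 0.0551 to 0.0338 in tumor 2. Why the difference shrank was not tested, so depth and a difference between the tumours cannot be told apart.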

How the results depend on the processing

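The alternatives chosen after the data were seen were the removal of the highest doublet scores, the deposited values rounded, thinned sums, the cell line block with DESeq2 or thinned sums, the CEL-Seq collision correction, another thinning seed, spots of at least 5000 UMIs, the removal of spots far above their neighbours, the counting of cluster 18 as melanoma-like, and the counting of cluster 5 as not melanoma-like. Over 33 results there were 430 values under alternatives, of which 361 counted as kept and 11 changed direction. Tested values counted as kept with the same direction and side of the threshold, and untested values when they stayed within their spread. Numbers of called genes counted as kept within a fixed ratio of the main number, whatever their direction, so these could still move a good deal. Over 16 named genes there were 327 values, of which 313 kept direction and side of the threshold, 14 kept only the direction and 0 changed direction. The correlation of pigment and stress (19 alternatives) kept direction and side throughout. The difference of the melanoma-like share between the ZF1 tumours (6.38 points) went to -0.0735 with cluster 5 not counted as melanoma-like, which held more of tumor 1, and lay between 1.28 (without ZF1 tumor 2 replicate 1) and 10.5 (without ZF1 tumor 2 replicate 2) on leaving out biopsies. Except where a construction is named, the cause of a change was not tested.

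For the count of genes changing with day (5), DESeq2 gave 24, cells of at least 1000 UMIs 3, the last against the first biopsies 3, no filter on low counts 166, and removal of free RNA candidates, which took away the called genes themselves, 0. Leaving out single biopsies gave from 0 (without ZF1 tumor 1 replicate 1) to 6. For the ZF1 tumours (2519), thinned sums gave 1230, with 6066 genes tested in place of 10267. The date block gave 1355, with 10091 genes tested. With that block 2493 of the 2519 calls were still tested, and 1313 were called again. The number of tested genes thus does not account for the fall to 1355. Leaving out biopsies gave from 1610 (without ZF1 tumor 1 replicate 2) to 2751. For ZF2 against ZF1 (2791), thinned sums gave 1334, and leaving out biopsies gave from 997 (without ZF2 replicate 1) to 3085.

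For the cell lines (8), DESeq2 gave 606, no filter 1284, the cell line block 978, that block with DESeq2 990 and with thinned sums 737, and wells of at least 2000 UMIs 0. Leaving out samples gave from 0 (without the fish sample of line A, and also without that of line B) to 722 (without the cultured sample of line B); the sample alone in its group is then assumed to vary like the other group. On simulated data without a block edgeR recovered 0 of the changed genes at this size, so its low count says little. Camera carried the differences of stress (2.76), pigment (0.88) and cell cycle (-0.71) past the threshold, with a preset correlation between genes that fry does not assume. As the log2 of summed CPM, the neural crest difference reversed to -0.18.

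The trend of the melanoma-like share (0.237) lay between -0.131 (without ZF1 tumor 2 replicate 1) and 0.5257 on leaving out biopsies, and was 0.057 with cluster 18 counted as melanoma-like. The pigment slope (0.0014) reversed to -0.0096 as the log2 of summed CPM and lay between -0.0032 and 0.0073 on leaving out biopsies; it was below 0 without ZF1 tumor 2 replicate 3, ZF2 replicate 1 or ZF2 replicate 2. The cell cycle slope (0.0012) lay between -0.0225 (without ZF1 tumor 2 replicate 1) and 0.0095, and was also below 0 without replicate 2 of that tumour. None of these slopes passed a test. The stress slope (0.0151) lay between 0.0107 and 0.0201 on leaving out biopsies. It passed the adjusted threshold only without ZF2 replicate 1 or ZF2 replicate 2, each of which leaves ZF2 with no slope, so that the value rests on ZF1 (0.0201 in both). That test rearranged the days of the ZF1 tumours separately, although these shared collection dates, so the passing decides nothing.

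The correlation of stress and neural crest (0.0836) passed its threshold at 0.0927 with Scrublet calls removed, 0.0701 with the highest doublet scores removed, 0.0917 without thinning, 0.0842 with cluster 5 not counted as melanoma-like, 0.0851 and 0.0748 at resolutions 0.5 and 2, 0.0553 at 500 UMIs and 0.0705 with deposited values, and lay between 0.0682 and 0.0977 on leaving out biopsies, past the threshold without ZF1 tumor 1 replicate 4 or ZF1 tumor 2 replicate 3. Another thinning seed gave 0.0595, not past it. Pigment and neural crest (0.0331) reversed to -0.0214 at 500 UMIs. The stress difference between melanoma-like and other cells (-0.16) passed its threshold at -0.68 as the log2 of summed CPM, -0.1637 at resolution 2 and -0.159 with deposited values, and lay between -0.21 (without ZF1 tumor 2 replicate 1, past the threshold) and -0.13 on leaving out biopsies.

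In the section, depth limits all values. Without thinning, Moran's I was 0.470, 0.135, 0.119 and 0.163 for pigment, neural crest, stress and cell cycle, and rho was 0.193, 0.203 and 0.137 for pigment and stress, pigment and neural crest, and stress and neural crest. With spots of at least 500 UMIs, thinned to 500, Moran's I of pigment was 0.155 and the first 2 rho 0.0571 and 0.0575. With at least 5000 UMIs, Moran's I was 0.267, 0.169, 0.0777 and 0.195, rho of pigment and neural crest 0.0946, and that of stress and neural crest reversed to -0.0043.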

Other observations

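Of the tests below, those on other splits of the biopsies and other arrangements of the days, on the removal of free RNA candidates, depth and the collision correction in the comparison of the ZF1 tumours, on depth in the blocked comparison of the cell lines and on depth in the correlation of programs were written before their results were seen. All others were chosen afterwards.

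Of the 35 splits of the 7 ZF1 biopsies into 4 and 3, only 1, the real one, gave as many genes, so chance is excluded as the source of the difference between the tumours at that level. The fit used UMIs with the collision correction taken out, so that its uneven presence in the files could not enter the result. The deposited values, which hold it, shared 97.3% of the calls, which does not test it as a cause. Removal of free RNA candidates left 96.5%, but 81 of the 2519 calls were candidates and the removal takes away little else, so this value tests nothing. In a test chosen afterwards, 1261 calls, or 50.1%, were over 2 times as high in melanoma-like cells as in other cells of the tumour where they were higher. Free RNA is an unlikely source for such genes, but this just passes the majority that the test required, and RNA from other cell types stayed open as part of the cause. Depth was less clear. After thinning to the smallest biopsy, 1153 of the 2519 calls, or 45.8%, were called again, fewer than the majority that was set beforehand as evidence against depth. Of the 1896 called genes that could still be tested, 60.8% were called again, 84.8% had an unadjusted p under 0.05 and 100% kept their direction, but this narrower set was chosen after the first number had been seen. Thinning also lowers the power of the test, so a share of the calls that depth alone might explain cannot be told apart from lost power. The tumours themselves, as the design names them, remain an open explanation.

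For the genes changing with day, 4 of 100 arrangements of the days within tumours gave as many calls, the real one included. All 5 genes were candidates for free RNA, so that their removal leaves 0 calls by construction and tests nothing. They were at least 13.5 times as high in other cells. The haemoglobin genes were among the leading genes of the erythrocyte-like cluster 22. Erythrocyte-like cells made up 0%, 0.386%, 0.762% and 0.794% of the ZF1 tumor 1 biopsies. In ZF2 the shares were 0% and 0.253%, but in ZF1 tumor 2 they were 0.132%, 0% and 0%. RNA from these cells is thus a candidate source of the rise, though not by their share in ZF1 tumor 2. The haemoglobin genes and hmox1a may reflect RNA from other cell types, whose amount could differ between biopsies, or a change in the melanoma-like cells. No test separated these.

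In the cell lines, 70.4% of the genes called with the cell line as block were called again after thinning to the smallest sample, against depth as the whole cause of that result. The 8 genes called without a block include genes of sterol and fatty acid synthesis, such as cyp51, sqlea, ebp and insig1. A candidate explanation is lower expression of the whole sterol synthesis pathway in fish. Of 17 further pathway genes that had not been called, 17 were lower in fish in both lines, where 43.5% of all tested genes were. Their median log2 difference was -2.13, below that of each of 10000 random lists matched on expression (median -0.15). Their summed CPM lay between 76.4 and 79.7 in fish and between 999 and 1705 in culture. Of 16 that could be tested with the cell line as block, 12 were called. The list was written after the leading genes of the comparison had been seen, among them hsd17b7 and hmgcs1 of this list, so it is not independent evidence. Depth as the cause is argued against by thinning, after which 8 of the 8 genes were called again. Why the pathway was lower in fish was not tested.

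The stress program was also higher in the lines in fish, with summed CPM 6.05 and 3.78 times those in culture in lines A and B. Dissociation of tissue could raise such genes, and no fish sample without dissociation exists for these lines, so dissociation and life in a fish cannot be told apart. Likewise, the section, which was not dissociated, had 2325 CPM of the stress program against 44720 to 107793 CPM in the inDrop biopsies. Its hsp70 genes had 21.2 CPM against 25511 to 71068. The cultured line A, at 5339 CPM with 11.5 CPM of hsp70, was near the section, and the cultured line B, at 16207 CPM with 3035 CPM of hsp70, was not. It is not known whether cultured cells went through the same digestion. Fish, assay and dissociation all differ between the section and the biopsies and cannot be told apart.

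Within biopsies, the stress program of melanoma-like cells differed from that of other cells by -0.164 as a mean of log2 values, and by -0.68 as the log2 of summed CPM, where it was lower in 9 of 9 biopsies. RNA from other cell types, read by both classes, could lessen either value. The 4 hsp70 genes were lower in melanoma-like cells in 9 of 9 biopsies (mean log2 difference -1.03 ± 0.45, exact sign-flip p 0.0039, the smallest possible). A pool of free RNA read by both classes would bring them together, so this difference could not test it as a cause. The 12 immediate-early genes were higher in 8 of 9 biopsies (0.37 ± 0.33, exact p 0.0195). A shared pool would lessen this difference too, so the value does not test free RNA either. Both parts were picked after the values of single members had been seen, and the 9 biopsies are repeat samples of 3 tumours, too few for a test by tumour.

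The correlation of pigment and stress across cells, -0.234 relative to random lists, was measured with all cells thinned to the same depth. This argues against unequal numbers of counted UMIs as its source. Thinning does not remove a link between the original depth of a cell and its programs, and such a link was not tested. Whether it came about in the tumour or during dissociation may not be read from these data.

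Cluster 18, found only in ZF2 replicate 1 (104 of 776 cells), had raised markers of both macrophage-like and melanoma-like cells. Doublets of these are a candidate explanation. Its median of 6678 UMIs was 90.9% of the summed medians of the 2 classes (3813 and 3529), and 20 of 1378 abundant genes lay over 2-fold above both, as the test for doublets required. Other values went against it: the best mixture held 82% melanoma-like RNA where the medians would give 51.9%, and random pairing would need 67.0% of barcodes to be doublets. Scrublet called 8 barcodes of this biopsy (1.031%), past the limit of 0.5%, but 0 cells of cluster 18. Only 1 cell of the cluster was among the highest doublet scores. Over all biopsies Scrublet stayed below its limit, so these values weigh only weakly against doublets. Doublets and cells with both sets of transcripts cannot be told apart.

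Cluster 5 was led by apoda.1, defbl1, lypc and alx4a, and cells resembling iridophores, a reflective pigment cell, are a candidate source. Of 10 other iridophore genes, 4 (pnp4a, gpnmb, fhl2a and tfec) were raised at least 4-fold over the other melanoma-like cells, against 1.04% of 7133 expressed genes. The test had asked for most of the 10, and several were near 0 in all cells, so this stayed open. It made up 4.73% to 8.03% of the cells in ZF1 tumor 1 and at most 0.899% elsewhere. For ZF1 tumor 2, where rpe65a was high, cells resembling xanthophores, a yellow pigment cell, were tested with 7 other genes. Of these, 3 were higher in tumor 2, and the median lay at percentile 21.0 of matched random lists, so the list gave no sign of them; with members near 0 and moving both ways it could not exclude them either. The mean value of the list differed by -0.22 (tumor 2 minus tumor 1), with 4.25 to 4.35 in its biopsies against 4.50 to 4.59 in tumor 1 (exact permutation p 0.0286, the smallest of 35 splits), most of it from bco1.

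The clusters that held most of ZF1 tumor 2, 3 and 6, made up 2.39%, 1.62%, 13.5% and 20.4% of the melanoma-like cells of ZF1 tumor 1 on days 0, 7, 13 and 20 (slope 0.99 points per day, exact permutation p 0.167, with 0.083 the smallest possible over 24 rearrangements). On a scale from 0 for the remaining cells of tumor 1 to 1 for tumor 2, both on day 0, the cells of these clusters in the later 2 biopsies of tumor 1 lay at 0.771, and those in the later biopsies of tumor 2 at 0.812. In tumor 1 the cells of these clusters already lay at 0.716 on day 0 (28 cells) and at 0.708 on day 7 (24 cells). Their position near tumor 2 was thus not limited to the later biopsies. The remaining cells of tumor 1 in the later 2 biopsies lay at 0.106. A gradual shift of all cells would have moved the remaining cells as well, but clusters group cells by likeness, which fixes part of this outcome. Spread of tumor 2 cells into tumor 1, a mixed biopsy, and a change of part of the tumor 1 cells may each give these values and cannot be told apart.

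In the section, 12 spots had more than 4 times the median UMIs of their neighbours, 9 of them side by side in 1 line of the array (16406 to 40411 UMIs). Without thinning, Moran's I of pigment was above 98.7% of 1000 random lists matched on expression with spots of at least 200 UMIs and above 95.7% with at least 5000. The percentiles were 52.6 and 91.2 for neural crest, 37.3 and 51.6 for stress, and 88.2 and 97.8 for cell cycle. No explanation was tested.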
